# Loss of EGFR-ASAP1 signaling in metastatic and unresectable hepatoblastoma

**DOI:** 10.1038/srep38347

**Published:** 2016-12-02

**Authors:** Sarangarajan Ranganathan, Mylarappa Ningappa, Chethan Ashokkumar, Brandon W. Higgs, Jun Min, Qing Sun, Lori Schmitt, Shankar Subramaniam, Hakon Hakonarson, Rakesh Sindhi

## Abstract

Hepatoblastoma (HBL), the most common childhood liver cancer is cured with surgical resection after chemotherapy or with liver transplantation if local invasion and multifocality preclude resection. However, variable survival rates of 60–80% and debilitating chemotherapy sequelae argue for more informed treatment selection, which is not possible by grading the Wnt-β-catenin over activity present in most HBL tumors. A hypothesis-generating whole transcriptome analysis shows that HBL tumors removed at transplantation are enriched most for cancer signaling pathways which depend predominantly on epidermal growth factor (EGF) signaling, and to a lesser extent, on aberrant Wnt-β-catenin signaling. We therefore evaluated whether EGFR, ASAP1, ERBB2 and ERBB4, which signal downstream after ligation of EGF, and which show aberrant expression in several other invasive cancers, would also predict HBL tumor invasiveness. Immunohistochemistry of HBL tumors (n = 60), which are histologically heterogeneous, shows that compared with well-differentiated fetal cells, less differentiated embryonal and undifferentiated small cells (SCU) progressively lose EGFR and ASAP1 expression. This trend is exaggerated in unresectable, locally invasive or metastatic tumors, in which embryonal tumor cells are EGFR-negative, while SCU cells are EGFR-negative and ASAP1-negative. Loss of EGFR-ASAP1 signaling characterizes undifferentiated and invasive HBL. EGFR-expressing HBL tumors present novel therapeutic targeting opportunities.

Although rare, hepatoblastoma (HBL) is the most common liver cancer during childhood, and accounts for nearly a tenth of all pediatric liver transplants in the United States^1^,^2^. This public health impact can be alleviated if chemotherapy and surgical options are targeted to tumor biology. This task is challenging because HBL presents heterogeneity on several fronts. Tumor histology shows varying mixtures of the more differentiated fetal, less differentiated embryonal cells and undifferentiated small cells (SCU)^3^. Chemotherapy followed by local resection can be curative^4^,^5^. However, not all tumors are chemosensitive and liver transplantation is needed if the tumor cannot be resected surgically because of size, multifocality or proximity to or invasion of large central vessels^6^. Survival rates vary from 60–80% and chemotherapy sequelae such as deafness are common among survivors, suggesting room for improvement^5^,^6^,^7^. The pathognomonic overexpression of β-catenin in HBL is not prognostic. Further, survival is not reliably predicted by β-catenin mutations, which are present in the majority but not all tumors, or the intracellular location of the corresponding protein^8^,^9^,^10^,^11^. Because induced overexpression of β-catenin is not oncogenic by itself in the animal models, a ‘second hit’ is strongly implicated^12^. Potential second hits include several tumor-associated markers and mechanisms such as the Yes-associated protein 1 (Yap1), c-Myc, hepatocyte growth factor (HGF)/c-Met, NOTCH, MAP kinase, cyclin D, ki-67, telomerase reverse transcriptase (TERT), and RASS1FIA methylation status^13^,^14^,^15^,^16^,^17^,^18^,^19^,^20^. This list may be incomplete because copy number gains are seen in several chromosomes in the tumor exome of surgically resected HBL^21^,^22^,^23^. HBL requiring transplantation may also contain additional unique chromosomal changes (personal communication). The association of HBL with low birth weight and prematurity suggests complex disease causation^24^.

Novel candidates for intervention have been identified for complex disease traits and other embryonal tumors like neuroblastoma using unbiased genome-wide searches^25^,^26^. Because of its developmental origin and its syndromic associations, HBL is also amenable to such approaches. HBL is associated with other birth defects, evident on prenatal ultrasound in some cases, and mostly seen in children less than five years old^27^,^28^. A familial basis is also suggested by a 1% incidence in children with a family history of familial adenomatosis polyposis, where it is associated with mutations in the *APC* gene^29^. Population level susceptibility or environmental factors are also likely because of a 2–4-fold higher tumor incidence in Taiwan and China, and a higher incidence in children with Beckman-Weidemann syndrome, where widespread tissue overgrowth is associated with benign and malignant tumors^30^,^31^. The incidence of HBL is 3–4 per million in North America^2^.

In this study, we use whole transcriptome analysis of invasive and locally unresectable HBL tumors which required transplantation to generate a hypothesis for HBL pathogenesis. For hypothesis testing, we evaluate whether tumor de-differentiation and outcomes are associated with differential immunostaining of the candidate genes and related pathway members in archived residual formalin-fixed-paraffin-embedded (FFPE) HBL tumor tissue. Because resectable tumors outnumber those requiring transplantation four-fold, immunostaining studies were performed in samples from an expanded cohort of affected children treated with and without liver transplantation^6^.

## Results

### Human Subjects

Children with HBL included 23 who received liver transplantation for unresectable tumors, 40 in whom the tumor was removed with surgical resection, and one who only received diagnostic biopsy. Available information for 63 of 64 children revealed mean (SEM) age of 30.4 (3.6) months (median 24 months, range: 6–156), and male: female distribution of 35:28. No follow up was available in four of 64 children, three of whom had primary resection, and the fourth only received a diagnostic biopsy. Sixty children are alive and disease-free at last follow-up. Five children died, one due to sepsis, and four due to metastatic or recurrent disease, two after surgical resection and two after liver transplantation. A segmental lung metastases was successfully resected 27 months after transplantation in another child who is disease-free 7 years after transplantation.

The distribution of subjects from whom available liver tissue was used for gene expression analysis with mRNA sequencing, and residual FFPE tumor tissue was available for immunohistochemistry is shown in the study flow diagram in Fig. 1. Studies were conducted in those children who were recruited in prospective University of Pittsburgh protocol IRB#0405628. Immunohistochemistry was performed under protocol IRB# 09030166.

For immunohistochemistry studies on available residual FFPE tissue, 60 children were grouped as having resectable (n = 39) or unresectable (n = 21) tumors. Unresectable tumors were those requiring LTx (n = 19) and/or those with metastases (n = 3), 2 after surgical resection and 1 with liver transplantation. The child with successful resection of post-transplant metastasis is included in the transplant cohort.

### Aberrant EGFR and Wnt-β-catenin signaling in the whole tumor transcriptome.

 We first characterized the whole tumor transcriptome with mRNA sequencing to generate a hypothesis. We characterized the tumor transcriptome of 10 children with HBL who received transplantation and the transcriptome of liver tissue from three healthy donor allografts. 

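RNA of HBL tumors from 10 children and of liver tissue from 3 healthy donor allografts was sequenced, with 1 library per person and no technical replicates. The authors mapped paired-end reads to GRCh37 with HISAT2, counted them on genes and normalized the counts with DESeq2. They deposited the log2 of the normalized count plus 1 for 45908 entries, each named by a gene symbol. After the log was undone, every value was a whole multiple of 1 step per library, so that the reads behind each value were recovered. Between 21705942 and 26616497 reads per normal liver and between 3885825 and 39575749 reads per HBL tumor fell on genes, with medians of 25395557 and 32537832 reads. HBL tumors 9 and 11 had the fewest reads, 4416005 and 3885825, and mitochondrial ribosomal RNA made up 54.0% and 53.7% of them. A single read stood for 10.02 normalized counts in tumor 9 and 14.2 in tumor 11, against 0.230 to 1.26 in the other tumors and 0.768 to 0.982 in the normal livers. Differences between HBL tumors and normal livers were tested with limma on the deposited log2 values, for the 17030 genes with a mean normalized count of at least 10 over the 13 libraries. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. The library preparation that the paper describes is that of HBL tissue, and no separate description of the normal liver libraries was found in its text, so a difference in preparation and the difference in tissue cannot be told apart. The paper describes the donor livers of its qRT-PCR as adult and states that the children had been given chemotherapy. Age and treatment may therefore also differ between the groups and cannot be separated from tissue. The log2 fold change rose with the GC content of the transcripts, from a median of -0.73 in the 1563 genes with the lowest GC content to 1.18 in the 1560 genes with the highest.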

Genes with an adjusted p < 0.05 and |fold change| > 2 were retained for further analysis (Supplementary Table S1). We found that of 6563 differentially expressed genes with q-values < 0.05 in HBL tumors, 4327 are associated with cancer, which emerged as the top-ranked disease (p-value range 6.58E-04–6.57E-109, IPA, Redwood, CA). 

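With limma, 4334 of the 17030 genes tested were called differentially expressed, 2309 of them higher and 2025 lower in HBL tumors. Over all 17030 genes tested, every tumor lay above every normal liver in 1759 and below in 1682, together 20.2% of the genes, where chance gives 0.70% for a single gene. The number depended on the setting. It was highest, at 8009, with an unequal-variance statistic, Storey q-values and no filter on low counts, a setting chosen after values had been seen, and it was 7258 for that statistic with the filter. It was lowest, at 1607, with scaling by the total count of each library, which shifted the median log2 fold change of all genes by 0.35. Upper quartile scaling, with a shift of 0.22, gave 4274. Total counts without mitochondrial, 7SL and 7SK RNA gave 3960, so the shift was not shown to cause the drop to 1607. Leaving out a normal liver lowered the number to between 2206 and 2640. After a correction for GC content and transcript length, 2232 of the 3993 called genes that have an annotated transcript, or 55.9%, stayed called. By the fitted log2 fold change, the largest increase among the genes that separated the groups was that of DLK1 (9.46). Its log2 normalized count was 11.79 ± 2.97 (SD, n = 10) in HBL tumors and 2.32 ± 1.40 (SD, n = 3) in normal livers. COL2A1, REG3A and IGDCC3 had 3 or fewer reads in each normal liver. Their median normalized counts in tumors were at least 166-fold, 382-fold and 161-fold higher than this floor. These are lower bounds, so their rank below DLK1 is not settled. Over all alternatives the log2 fold change reached 12.61 for COL2A1, 12.14 for REG3A and 10.8 for IGDCC3, against 10.92 for DLK1. The calls of COL2A1, REG3A and IGDCC3 were less stable. REG3A lost its call in 6 alternatives, when any normal liver was left out, with a pseudocount of 10, without the log and with limma voom. COL2A1 lost it in 4, without normal liver 2, without normal liver 3, without the log and with limma voom, and IGDCC3 lost it with limma voom. MMP11 followed with a log2 fold change of 7.13. The largest decreases were those of RN7SL5P, AVPR1A, RNU1-2, RN7SL4P and RN7SK, with log2 fold changes from -11.52 to -8.49. All of these but AVPR1A are small non-coding RNA genes with near-identical copies, between which the authors' counting could split reads, so their values are uncertain. Summed over copies, 7SL and 7SK made up 7.07% to 7.53% of the reads of normal livers and at most 1.23% of those of tumors. Split reads alone therefore do not account for their decrease, and a difference in library preparation stays open. AVPR1A had 3 or fewer reads in 5 of the 10 tumors and a median of 2742 normalized counts in the normal livers.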

Further, these differentially expressed genes were enriched for 499 canonical pathways (Supplementary Table S2) including well-known cancer signaling pathways. The two highest ranked cancer-related pathways were glioblastoma multiforme signaling (GBM, p = 1.5E-04) and Her2 breast cancer signaling (p = 9.48E-04). 

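Of the 56 genes that Supplementary Table S3 lists for GBM signaling, 55 were tested and 39 were called, 23 higher and 16 lower in HBL tumors. For Her2 breast cancer signaling, 25 of the 33 listed genes were called, 11 higher and 14 lower. Adjusted over the list alone, 51 GBM genes and 31 Her2 genes passed the same thresholds, which is not independent evidence because the study picked both lists on these libraries. No enrichment p-value was computed for the same reason. The setting that moved these counts most was total count scaling, with 14 GBM genes and 4 Her2 genes called. Without normal liver 3, 18 GBM genes and 8 Her2 genes were called. After the correction for GC content and transcript length, 22 GBM genes and 12 Her2 genes were called. LEF1 had the largest log2 fold change among the GBM genes, 5.45 (SE 0.95, limma adjusted p = 0.0012), and was higher in 10 of 10 tumors than in every normal liver, and it lost its call with limma voom only. ITGB3 had the largest among the Her2 genes, -4.14 (SE 0.99, limma adjusted p = 0.0077), and was lower in 10 of 10 tumors. It lost its call without normal liver 2 (-3.60) and in the test without the log (-3.76).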

We compared gene lists ascribed to these pathways in the tumor transcriptome with those for EGF or ERBB signaling and Wnt β-catenin signaling, which were also enriched in the tumor transcriptome (Supplementary Table S3). The ERBB group of receptors includes four receptors ERBB1–4 of which ERBB1 is also called EGFR^32^,^33^. We found that EGF/ERBB signaling genes made up a larger proportion of cancer signaling genes in GBM and Her2 breast cancer signaling pathways, compared with those in the Wnt-β-catenin signaling pathway (Supplementary Table S3). qRT-PCR confirmed changes in gene expression for selected genes in the EGF/ERBB *(EGFR, PI3C2G, MYC, PLCG1)* and Wnt *(Wnt2A, AXIN2, SRC)* signaling pathways (Supplementary Table S4). This suggested that EGF-dependent cancer pathways were enriched the most in the transcriptome of HBL tumors requiring transplantation. 

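The lists of Supplementary Table S3 were compared gene by gene. Of the 39 called GBM genes, 19 (48.7%) are also in the EGF or the ERBB list and 9 (23.1%) are in the Wnt list. Of the 25 called Her2 genes, 16 (64.0%) are in the EGF or the ERBB list and 1 (4.00%) is in the Wnt list. Among all genes listed, the EGF or ERBB share was 46.4% for GBM and 69.7% for Her2, and the Wnt share was 23.2% and 3.0%. The lists differ in size, with 25 EGF, 31 ERBB and 52 Wnt genes. EGF or ERBB genes outnumbered Wnt genes among the called Her2 genes in all 32 alternative settings and among the called GBM genes in 31, the exception being total count scaling with 4 genes each. The lists themselves largely set this order, so it is not independent evidence. Listed for Her2 are 23 EGF or ERBB genes and 1 Wnt gene, and for GBM 26 and 13. The difference among the called GBM genes was small after the GC and length correction, with 7 EGF or ERBB genes against 6 Wnt genes.

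The genes selected for qRT-PCR were read from the same libraries. EGFR, MYC and WNT2 were called lower in HBL tumors, and PLCG1, AXIN2 and SRC were called higher. PLCG1 had a log2 fold change of 2.62 (SE 0.42, limma adjusted p = 0.00081), AXIN2 one of 4.35 (SE 0.83, adjusted p = 0.0022) and SRC one of 2.88 (SE 0.42, adjusted p = 0.00049), and each was higher in 10 of 10 tumors than in every normal liver. MYC changed by -2.15 (SE 0.60, limma adjusted p = 0.017) and lost its call under total count scaling, with or without mitochondrial, 7SL and 7SK RNA, and when any normal liver was left out. WNT2 changed by -3.06 (SE 0.98, limma adjusted p = 0.033), with 3 or fewer reads in 4 tumors. It lost its call in 7 of 31 alternatives, namely with a pseudocount of 0.1, with total count scaling in both forms, when any normal liver was left out, and after the GC and length correction (-2.86, adjusted p = 0.056, with a range from 0.0036 to 0.13 over all alternatives). PIK3C2G changed by -3.96 (SE 1.43, limma adjusted p = 0.052) and was not called. It was lower in 9 of 10 tumors, and without tumor 11, where it was higher than in every normal liver, it changed by -4.52 and was called (adjusted p = 0.011, with a range from 0.0025 to 0.16 over all alternatives), and it was also called without tumor 8 or tumor 15. Read as expression, where a higher cycle threshold stands for less mRNA, the paper's cycle thresholds in Supplementary Table S4 gave the direction of the sequencing values for each of the 7 genes. The paper compared these thresholds directly, without a housekeeping gene, so differences in input RNA were not corrected for.

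**Figure D1:**
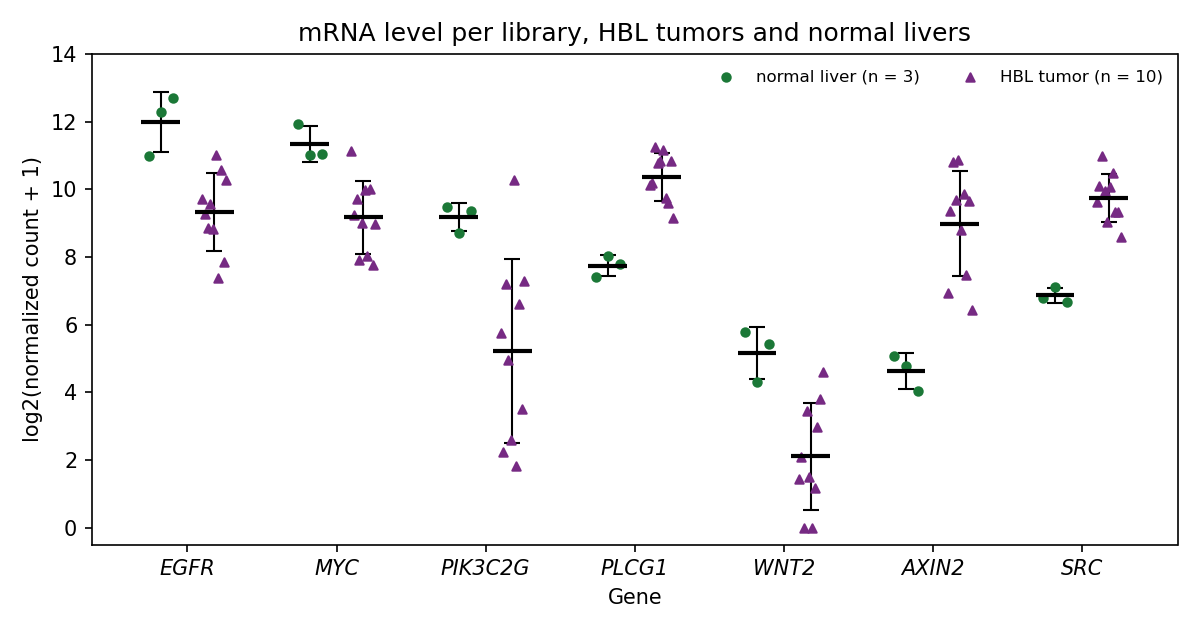
Log2 of the normalized count plus 1 (vertical axis) of the 7 genes selected for qRT-PCR (horizontal axis) in 3 normal livers (circles) and 10 HBL tumors (triangles), each point being 1 library, with horizontal lines for the means and bars for the SD. EGFR lies between 7.39 and 11.02 in tumors and between 11.00 and 12.71 in normal livers, and SRC lies between 8.59 and 11.00 in tumors and between 6.68 and 7.12 in normal livers.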

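Of the 25 EGF genes listed, 20 were called, 8 higher and 12 lower in HBL tumors. Of the 31 ERBB genes, 23 were called, 9 higher and 14 lower. For Wnt signaling 36 of the 51 genes tested were called, 25 higher and 11 lower. Adjusted over the list alone, 24 EGF, 29 ERBB and 51 Wnt genes passed. Under total count scaling these lists held 4, 4 and 18 called genes, and after the correction for GC content and transcript length they held 9, 8 and 23. The paper ranks the GBM and Her2 pathways highest among those related to cancer. It finds a larger share of EGF and ERBB genes than of Wnt genes in them, and measured selected genes by qRT-PCR. From these results the paper proposes that EGF-dependent cancer pathways were the most enriched in these tumors.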

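The 13 libraries were clustered on the 113 genes of Supplementary Table S3 that were tested, by Pearson distance with average linkage on log2 values centred per gene. The first split parted the 3 normal livers from the 10 HBL tumors. This held with Spearman distance and with Euclidean distance and complete linkage. With a pseudocount of 0.1, and after the GC and length correction, 3 tumors fell on the side of the normal livers, and 2 did when any of the normal livers was left out. Leaving out tumor 6 put 3 tumors on that side, and leaving out tumor 9 put 2 there. In each tumor, between 89.4% and 100.0% of the 113 genes deviated from the normal livers in the direction of the mean of the other tumors, with a median of 97.3%. The study picked the listed genes as differentially expressed on these same libraries, so the split and these shares were largely set by that choice and are not independent evidence of a difference. The lowest share was that of tumor 11, the library with the fewest reads.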

Hierarchical clustering analysis of gene expression changes in these pathways demonstrates these differences in the tumor transcriptome of each subject compared with normal liver tissue (Fig. 2).

### Impaired EGFR-ASAP1 signaling in less differentiated, unresectable HBL.

 Therefore, we evaluated the relationship between the known Wnt-β-catenin and EGFR signaling pathways in HBL with immunohistochemistry. EGFR and its effector, ASAP1 are overexpressed and associated with increased invasiveness in several cancers, and also have dominant roles in GBM and breast cancer signaling^33^,^34^,^35^,^36^,^37^,^38^,^39^. Both GBM and breast cancer can also overexpress β-catenin^40^,^41^. Combined activation of the Wnt-β-catenin and EGFR pathways is also implicated in hepatocellular carcinoma^42^,^43^. EGFR, also known as ERBB1, can have an inverse relationship to other members of the EGFR family, ERBB2–4, ERBB-3 and ERBB-4 in breast cancer^44^. ERBB4 antagonizes the nuclear effects of EGFR signaling^45^.

We performed immunostaining of EGFR, ASAP1, ERBB2, ERBB4 and β-catenin in HBL tumor tissue from an expanded cohort of children treated with liver transplantation (n = 19) or with surgical resection (n = 40) and biopsy (n = 1). The 19 children with transplantation included six whose tumors were subjected to transcriptome sequencing (Fig. 1). Staining intensity was graded as 0–3 with 3 representing intense staining for each marker (Grade 0 = no staining; 1 = up to 10% staining; 2 = 10–50% staining of cells; and 3 => 50% staining of tumor cells).

Nuclear β**-**catenin staining was present in all embryonal and all SCU tumor cells, and in fetal tumor cells from all except a fifth of all HBL tumors (Table 1). Fetal tumor cells also showed variable/less intense staining, with more membranous and cytoplasmic staining (Fig. 3). The EGFR family member, ERBB4, was expressed in fetal tumor cells from 60% of tumors, embryonal cells from 17% of HBL tumors, but absent from all SCU cells (p < 0.001, chi-square test). The less differentiated embryonal and SCU tumor cells also demonstrated a similar loss of immunostaining for the other EGFR pathway members, EGFR and ASAP1 (Figs 4 and 5). EGFR immunostaining was present in fetal tumor cells from three-fourths of HBL tumors, and embryonal cells from half of all HBL tumors, but absent from SCU cells from all HBL tumors (p < 0.001). ASAP1 immunostaining was present in fetal and embryonal cells from nearly all HBL tumors but in SCU cells from only 40% of all HBL tumors (p < 0.001). ERBB2 was not expressed in any cell type in any of the tumors.

Because the expression of EGFR pathway members was progressively lost with less differentiated tumor cells, we asked whether this trend would be more pronounced among invasive tumors, i.e., those unresectable tumors that required liver transplantation and/or were metastatic, within each tumor cell type. Consistent with previous reports, β-catenin staining intensity did not differ significantly between resectable and unresectable tumors within a tumor cell type, fetal, embryonal or SCU (Table 2). Although ERBB4 expression decreased in fetal and embryonal cells from unresectable tumors compared to resectable tumors, these differences failed to achieve significance. Only a third of unresectable tumors contained embryonal cells expressing EGFR, compared with 70% of resectable tumors (p = 0.047). No significant differences were seen in ASAP1 expression in embryonic cells from resectable and unresectable tumors. SCU cells, which were all EGFR negative, also failed to express ASAP1 in unresectable tumors. In comparison, ASAP1 immunostaining was present in SCU cells from two-thirds of resectable tumors (p = 0.035).

## Discussion

Using whole tumor transcriptome sequencing, we show for the first time that the transcriptome of HBL tumors which required liver transplantation is enriched most for cancer signaling pathways, in which the larger proportion of differentially expressed genes participate in EGF and ERBB signaling (Supplementary Tables S2 and S3). Both top-ranked cancer signaling pathways, glioblastoma multiforme signaling and Her-2 breast cancer signaling, also contain some but not all differentially expressed Wnt-β-catenin signaling genes present in the HBL tumor transcriptome. 

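Of the 52 Wnt genes listed in Supplementary Table S3, 13 are also in the GBM list and 1 is in the Her2 list, which makes 14 in either and leaves 38 in neither. Among the 36 Wnt genes called in HBL tumors, 10 are in either cancer list and 26 are in neither.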

Abnormal EGF signaling has a major role in GBM and breast cancer, where Wnt-β-catenin signaling is also increasingly implicated^40^,^41^. Therefore, our findings suggest that in addition to the accepted role of enhanced Wnt-β-catenin signaling in HBL, aberrant EGF-dependent cancer signaling likely contributes to HBL tumorigenesis. Abnormal EGFR signaling together with dysregulated Wnt, JAK/STAT and mTOR signaling pathway genes has been observed in transcriptome sequencing of the HepG2 hepatoblastoma cells^46^. 

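The genes listed for STAT3, JAK/Stat and mTOR signaling in Supplementary Table S2 were looked up in the HBL tumor and normal liver libraries. For STAT3 signaling 20 of 26 genes were called, 9 higher and 11 lower in tumors, and 23 passed when adjusted over the list alone. The JAK/Stat list had 19 of 26 genes called, 5 higher and 14 lower, and 24 adjusted over the list alone. In the mTOR list 37 of 51 genes were called, 17 higher and 20 lower, and 48 adjusted over the list alone. The study picked these lists on the same libraries, so the counts over the list alone are not independent evidence. Total count scaling moved them most, to 5, 1 and 6 called genes, and the GC and length correction gave 11, 7 and 17. STAT3 itself had a log2 fold change of -2.50 (SE 0.49, limma adjusted p = 0.0027) and was lower in 10 of 10 tumors than in every normal liver. It lost its call under total count scaling (-2.15, limma adjusted p = 0.11, with a range from 0.00011 to 0.11 over all alternatives).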

In our study, the corresponding canonical cancer pathways in the HBL tumor transcriptome are GBM, Her-2 breast cancer, EGF and ERBB signaling (EGFR), Wnt-β-catenin signaling (Wnt), STAT3 and JAK/STAT signaling (JAK/STAT), and mTOR signaling pathways (mTOR, Supplementary Table S2).

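EGFR lies on chromosome 7 of GRCh37 from 55086710 to 55279321 on the plus strand and encodes the ERBB1 receptor. Its log2 normalized count was 9.34 ± 1.15 (SD, n = 10) in HBL tumors and 12.00 ± 0.89 (SD, n = 3) in normal livers, with between 76 and 7355 reads per library. The log2 fold change was -2.66 (SE 0.66, limma adjusted p = 0.0094). In 9 of 10 tumors EGFR was lower than in every normal liver (two-sided exact permutation test of the group means, p = 0.0070). The fold change stayed negative in all 32 alternative settings, between -3.16 and -1.98, and after the correction for GC content and transcript length it was -2.26. EGFR lost its call in 3 of them, without normal liver 2 (-2.52, limma adjusted p = 0.052), without normal liver 3 (-2.31, limma adjusted p = 0.068), and in the test on normalized counts without the log (-2.45). The adjusted p ranged from 0.00083 to 0.068 over all 32.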

Interestingly, HBL tumors show downregulation of the EGFR gene in contrast with upregulation seen in several invasive cancers including hepatocellular carcinoma. This may be a unique feature of HBL tumors not reported previously, but supported by the decreased expression of EGFR by western blot in the HepG2 hepatoblastoma cell line, compared with four other hepatocellular cancer cell lines, HLF, Huh7, Hi7, and PLC/PRF/5^47^. In another study, the transcriptome of the HepG2 cell line and normal hNHEP hepatocytes was compared using cDNA microarrays^48^. Several up- and downregulated genes were identified along with differential scores. On pathway analysis of these differentially expressed genes, we have found enrichment of the same canonical cancer signaling pathways as those in our study (Supplementary Table S5). Gene expression analysis with qRT-PCR has also shown *EGFR* gene upregulation in the more differentiated types of HBL tumor cells, and the lowest expression in HBL tumors containing predominantly small undifferentiated tumor cells^49^. It is not clear whether these tumors were obtained from children who received surgical resection or transplantation. Also, the relationship of the various members of the EGFR family to Wnt-β-catenin signaling is not known within the individual HBL tumor cell types, fetal, embryonal and SCU. Whether these relationships determine tumor behavior, localized and resectable versus locally invasive and therefore requiring transplantation is of great interest. Protein-protein interactions between EGFR and β-catenin can promote tumorigenesis via cross-talk between these two pathways^50^.

Breast cancer invasiveness has been linked to ASAP1 activation by ARF6, which is in turn activated by EGFR ligation to GEP100^35^. EGFR is negatively regulated by another EGFR family member, ERBB4, in breast cancer^45^. This activation sequence may be unique to invasive cancer because normal liver and breast tissue shows limited expression of EGFR and ERBB4 and widespread expression of ASAP1 (www.proteinatlas.org).

Immunohistochemistry studies extended to HBL tumor tissue from subjects treated with surgical resection or transplantation confirm that aberrant EGFR-ASAP1 signaling is associated with loss of differentiation and increased invasiveness in HBL. This pattern may also predict outcomes. The less differentiated embryonal and SCU cells lose the ability to express EGFR pathway members compared with the well-differentiated fetal cells. ERBB4, which is expressed in fetal cells from 60% of HBL tumors, is expressed in embryonal cells from only 17% of HBL tumors, and is not expressed in SCU cells from all HBL tumors. EGFR, which is expressed in fetal cells from three-fourths of HBL tumors, is expressed in embryonal cells from half of all HBL tumors, and is not expressed in SCU cells from any HBL tumor. ASAP1, which is expressed in fetal and embryonal cells from 96% of all tumors is expressed in SCU cells from 40% of all HBL tumors. This hierarchical loss of expression of EGFR pathway members is magnified in metastatic tumors and in invasive (unresectable) HBL tumors requiring liver transplantation. Only a third of embryonal cells from unresectable HBL expressed EGFR compared with 70% from resectable tumors (p = 0.047). No such differences were evident for ERBB4 or ASAP1 expression. SCU cells which are EGFR-negative also failed to express ASAP1 when obtained from unresectable HBL. In contrast, ASAP1 was expressed in SCU cells from two-thirds of resectable tumors (p = 0.035). Therefore, loss of EGFR expression in embryonal cells and loss of EGFR and ASAP1 expression in SCU cells may characterize the HBL tumor likely to need liver transplantation, or metastasize. These findings potentially argue for an aggressive search for advanced local or systemic disease. In selected HBL cases with a predominantly fetal cell component, intense EGFR expression may present a rationale for using EGFR inhibitors as an alternative to cisplatin and Adriamycin, which can be ototoxic and cardiotoxic, respectively, and are current first-line drugs for HBL^4^,^44^,^45^. Unresectable and resectable tumors did not show significant differences in ERBB4-expressing fetal cells.

Our findings strongly suggest that EGFR-ASAP1 signaling contributes to HBL tumorigenesis in a subset of patients^33^,^34^,^35^,^36^,^37^,^38^,^39^. Because several genes and pathways have been shown by others to synergize with the Wnt-β-catenin pathway in HBL, it is likely that EGFR-ASAP1 signaling is another such pathway, which modulates Wnt-β-catenin signaling in HBL in a subset of affected children. A distinct feature warranting explanation is loss of ASAP1 and EGFR expression in unresectable/invasive HBL, rather than the increased expression seen in other invasive cancers. This feature may be unique to embryonal cancers such as HBL because EGFR signaling antagonizes the effects of Wnt-β-catenin in developing fetal cells^51^,^52^. Whether loss of EGFR signaling augments Wnt-β-catenin-mediated invasiveness and loss of differentiation in HBL will require further study.

A limitation of our study is that gene expression analysis and immunohistochemistry have been performed in modest sub-cohorts of the rare test population, with variable overlap in subject composition. However, hypothesis-generation occurred under identical conditions in HBL tumors explanted at the time of transplantation, with all children having received recommended chemotherapy^3^,^4^. Further, the relationship of EGFR family members to tumor behavior was evaluated in two complementary settings: in HBL tumor cell types organized by increasing de-differentiation, and in tumors classified by whether they were locally resectable with surgery, or required removal by transplantation because of extent, multifocality or proximity to blood vessels. That our findings agree in part with work done in the HepG2 hepatoblastoma cell line, and in selective gene expression studies in explanted HBL tumors, both of which show reduced EGFR protein expression globally, or reduced EGFR gene expression in the least differentiated cells is also reassuring. In this regard, enrichment of genes for GBM and Her2 breast cancer signaling in the whole tumor transcriptome in our studies and those from the HepG2 cell line are striking, because aberrant EGFR signaling, and to a lesser extent, Wnt-β-catenin signaling is implicated in both of these tumors. In contrast, Wnt-β-catenin, but not EGFR signaling has been evaluated extensively in HBL tumorigenesis. Protein expression characterized with immunohistochemistry confirms that both pathways are also involved in HBL. This immunohistochemistry panel resolves marker expression by tumor cell type and has the potential for assigning risk to each HBL tumor. If validated, the prognostic implications can be significant. Less toxic chemotherapy may be selected for those localized tumors amenable to local resection and in which EGFR signaling is intact. In contrast, tumors in which constituent cell types show loss of EGFR signaling may argue for a more aggressive search for metastases or removal by transplantation, if, for example, multiple localized HBL lesions are seen on imaging studies.

In summary, we report the novel finding from children with unresectable HBL requiring liver transplantation that aberrant EGFR-ASAP1 signaling enhances HBL invasiveness and is likely one of many second hits for HBL tumorigenesis. Tumor immunohistochemistry of an expanded cohort of resectable and unresectable HBL shows progressive loss of EGFR-ASAP1 signaling in less differentiated HBL tumor cells. This loss is more pronounced in and may predict unresectable/metastatic HBL. If validated prospectively, the novel immunohistochemistry panel where the role of EGFR-ASAP1 signaling was confirmed in individual tumor cells offers the potential for individualized risk-stratification of each HBL tumor.

## Methods

### Human Subjects

All studies were performed after informed consent and carried out in accordance with the approved guidelines of the Institutional Review Board of the University of Pittsburgh’s (IRB#0405628 for children, and IRB#0507027 for parents). All experimental protocols were approved by the Institutional Review Board of the University of Pittsburgh.

### Samples

Using previously described methods, RNA was extracted from pre-perfusion liver allograft biopsies obtained at LTx from children with HBL^53^.

### Transcriptome sequencing

Total RNA was isolated from fresh frozen liver tissues with hepatoblastoma (HBL) using the RNA easy RNA isolation kit (Qiagen, Valencia, CA). RNA sequencing libraries were prepared from fresh frozen liver with HBL RNA (1 μg) using a SureSelect Strand Specific RNA Library Preparation kit (Product#G9691A, Agilent Technologies, Santa Clara, CA) accordingly to the manufacture’s protocol. Libraries were sequenced with HiSeq2500 system (Illumina) using TruSeq SBS Kit v3 - HS (200-cycles) and TruSeq PE Cluster Kit v3 (cat# FC-401–3001 and Cat# PE-401–3001, Illumina, San Diego, CA).

For mRNA sequencing data, 100mer paired-end reads were mapped to the human genome (UCSC hg19; Feb 2009 release; Genome Reference Consortium GRCh37) using HISAT2 (v2.0.1)^54^. Transcript counts were calculated and normalized with the human reference gtf annotation file (GRCh37.68) using DESeq2 (v1.6.3)^55^. A Welch’s modified t-test was used to calculate p-values between normal and hepatoblastoma patient specimens and subsequently adjusted with the qvalue package^56^. Genes with an adjusted p < 0.05 and |fold change|>2 were retained (6,563 genes). The heatmap was generated in R.

### Gene expression analysis

Total RNA (1 μg) isolated from fresh frozen liver tissues with hepatoblastoma (HBL) and normal adult donor liver tissue samples was reverse-transcribed to cDNA using high capacity cDNA reverse transcription kit (Thermo Fisher Scientific, Waltham, MA). Quantitative real time PCR was performed in Taqman gene expression master mix (Thermo Fisher Scientific, Waltham, MA) using Taqman gene expression assays (Thermo Fisher Scientific) for *EGFR* (Assay ID: Hs01076090_m1), *AXIN2* (Assay ID: Hs00610344_m1), *MYC* (Assay ID: Hs00153408_m1), *PIK3C2G* (Assay ID; Hs00362135_m1), *WNT2* (Hs00608224_m1). *PLCG1* (Assay ID: Hs01008225_m1), *SRC* (Assay ID: Hs01082246_m1). Quantitative PCR was performed on a model 7300 real-time PCR system (Thermo Fisher Scientific, Waltham, MA), with 10 minutes incubation at 95 °C to activate AmpliTaq Gold DNA polymerase; this was followed by 40 cycles with 15 seconds at 95 °C and 1 minute at 60 °C for each cycle. Because of variable expression of housekeeping genes in tumor tissue^57^, we used direct comparison of threshold Cycle value (Ct) in HBL liver tissue and normal liver tissue.

### Tissue immunohistochemistry

Formalin fixed, paraffin embedded tissues from 63 children, 40 with surgical resection, 22 with LTx and one with biopsy only were prepared into a tissue microarray and stained for hematoxylin-eosin and for immunohistochemical stains on the Ventana BenchMark Ultra automated staining platform using the following protocols:

### EGFR immunostaining

Slides were digested with Protease I (proprietary, Ventana Medical Systems Inc., Tucson, AZ) for 8 minutes and stained using a mouse monoclonal primary antibody (Ventana Medical Systems Inc., Tucson, AZ, 790–2988). OptiView DAB detection kit (proprietary, indirect, biotin free system, Ventana Medical Systems Inc., Tucson, AZ) was used for primary antibody detection.

### ErbB4 immunostaining

Slides were pretreated with ultraCC1 (proprietary, Ventana Medical Systems Inc., Tucson, AZ) for 64 minutes and stained using a rabbit monoclonal primary antibody (Abcam, Cambridge, MA, ab68478, 1:10). UltraView DAB detection kit (proprietary, indirect, biotin free system, Ventana Medical Systems Inc., Tucson, AZ) was used for primary antibody detection.

### ASAP1 immunostaining

Slides were pretreated with ultraCC1 (proprietary, Ventana Medical Systems Inc., Tucson, AZ) for 36 minutes and stained using a rabbit polyclonal primary antibody (Abcam, Cambridge, MA, ab11011, 1:1000). UltraView DAB detection kit (proprietary, indirect, biotin free system, Ventana Medical Systems Inc., Tucson, AZ) was used for primary antibody detection.

β-catenin (VentanaMed Systems Inc, Tucson, AZ) was used as a prediluted antibody after antigen retrieval.

All slides were counterstained with hematoxylin and routinely dehydrated, cleared, and cover- slipped in resinous mounting media. Staining intensity for each of the abovementioned markers was evaluated in each of four different HBL tumor components, fetal (n = 51), embryonal (n = 29), and SCU (n = 10). The less common mesenchymal cell type (n = 4) was not analyzed. The distribution of staining was also noted (membranous versus cytoplasmic versus nuclear) for all stains. Stain controls, positive and negative, were used for all stains and runs. Between-group comparisons were performed with chi-square test.

## Additional Information

**Accession codes:** Whole transcriptome sequencing data has been deposited in GEO with accession ID GSE89775. 

**How to cite this article**: Ranganathan, S. *et al*. Loss of EGFR-ASAP1 signaling in metastatic and unresectable hepatoblastoma. *Sci. Rep.* **6**, 38347; doi: 10.1038/srep38347 (2016).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Dataset

Supplelmentary Tables 1–5

## Figures and Tables

**Figure 1:**
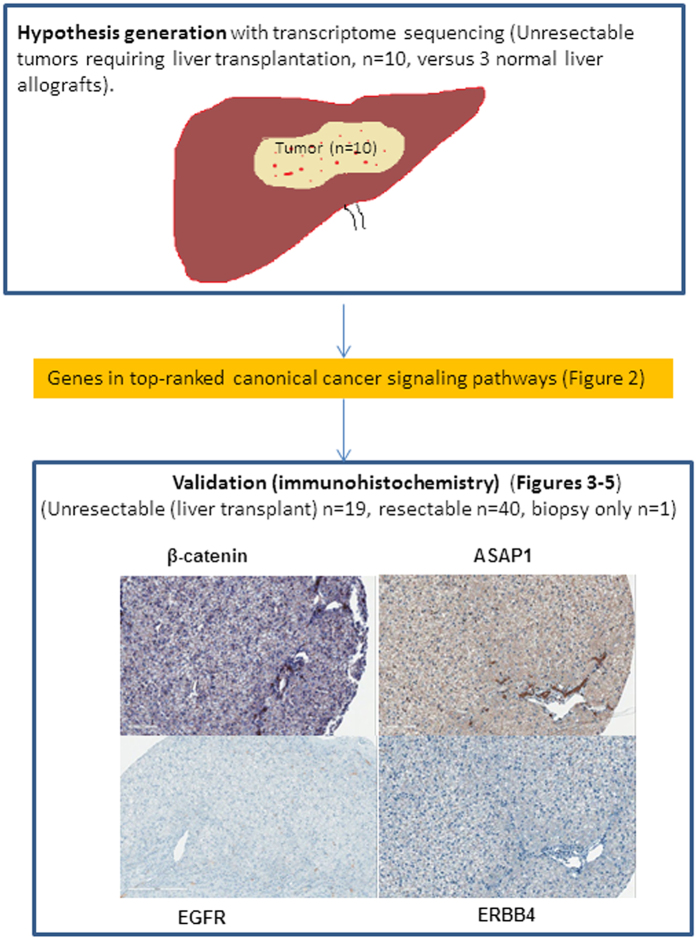
Study design. Hypothesis-generation was conducted with whole transcriptome analysis of liver tumor samples from children with unresectable HBL requiring liver transplantation. Top-ranked canonical cancer signaling pathways were identified from differentially expressed genes in HBL tumor compared with normal liver tissue. Validation of selected members (*EGFR, ASAP1, ERBB4,* and β-catenin) in candidate pathways (EGF/ERBB) and their relationship to β-catenin was conducted with immunohistochemistry of residual FFPE tissue from children with resectable and unresectable tumors. β -catenin stain shows membranous staining of normal hepatocytes and biliary epithelial cells in normal liver control (β- catenin ×200). ASAP1 stain shows strong staining in biliary epithelial cells and no staining in normal hepatocytes, which give a faint background blush (x20 digital whole image scan equivalent of ×200). EGFR shows no staining in hepatocytes with normal biliary cells showing faint membranous staining (x20 digital whole image scan equivalent of ×200). ERBB4 stain is negative in hepatocytes and biliary cells in normal liver (x20 digital whole image scan equivalent of ×200). FFPE = formalin-fixed paraffin-embedded.

**Figure 2:**
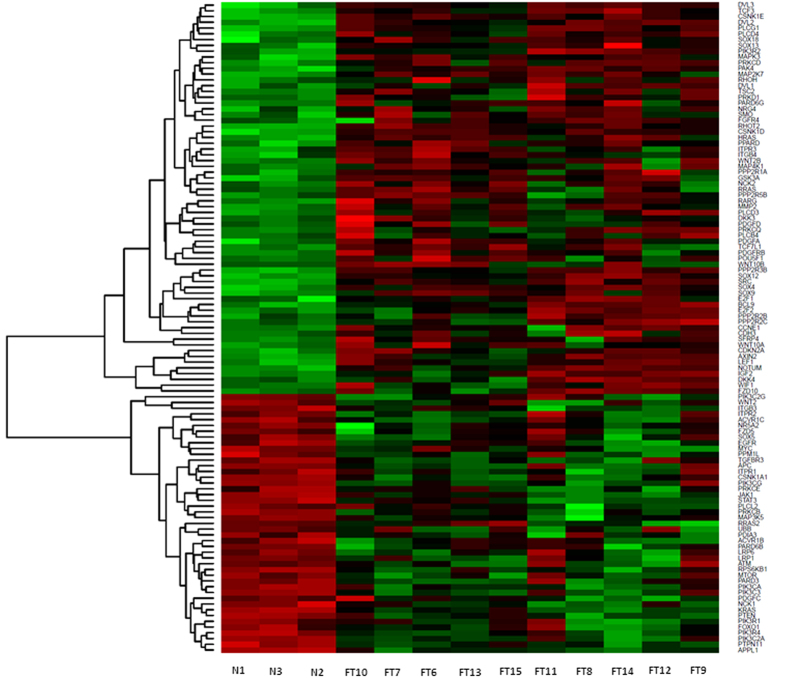
Heatmap shows hierarchical clustering of selected differentially expressed genes in HBL tumor tissue from 10 children who received liver transplantation (FT7–FT16) compared with liver tissue from normal liver allograft donors (N1, N2, N3). The selected genes participate in the top-ranked glioblastoma multiforme signaling and Her-2 breast cancer signaling pathways, which are enriched in the HBL tumor transcriptome. Because these pathways are largely made up of EGF/ERBB signaling genes, and to a lesser extent, Wnt-β-catenin signaling genes, differentially expressed genes belonging in these constituent pathways are also included. Color legend: red-overexpression, green underexpression.

**Figure 3:**
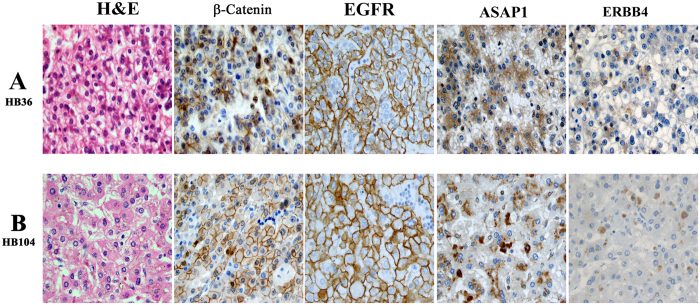
Fetal HBL tumor cells with abundant eosinophilic cytoplasm (hematoxylin-eosin, H&E) from resectable (panel A) and unresectable HBL which required liver transplantation (panel B). Fetal HBL tumor cells show nuclear, cytoplasmic and membranous β-catenin staining, membranous EGFR staining, and intense ASAP1 staining. Also shown is patchy ERBB4 staining of fetal cells from another HBL tumor (panel B). (All images ×400).

**Figure 4:**
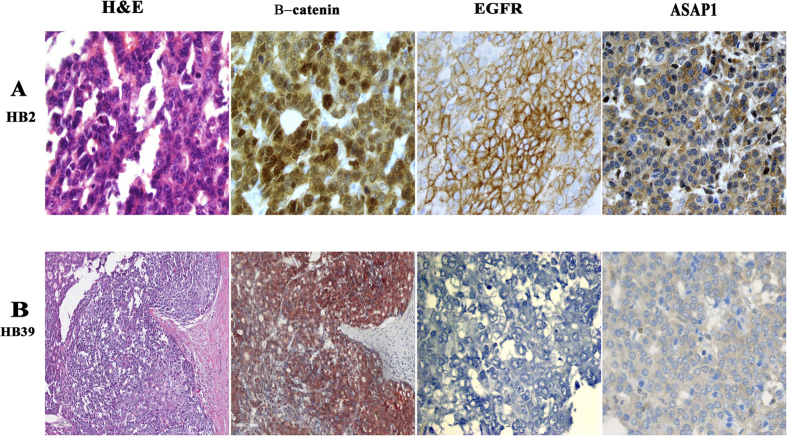
Embryonal HBL tumor cells with large nuclei and scant cytoplasm from a resectable (panel A, x400) and unresectable (panel B, x200) tumor which required liver transplantation. Also shown are corresponding immunostains for β-catenin, EGFR and ASAP1. (panel B – β-catenin x200; all other images × 400).

**Figure 5:**
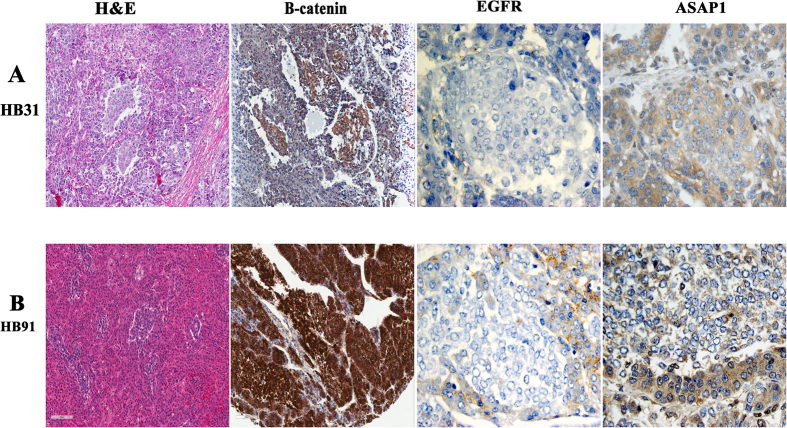
SCU HBL tumor cells with minimal cytoplasm and lightly stained nuclei from a resectable (panel A, x200) and unresectable (panel B, x200) HBL tumor which required liver transplantation. Also shown are corresponding immunostains for β-catenin (x200), EGFR and ASAP1 (x400).

**Table 1:** Differences in staining intensity for β-catenin, EGFR, ASAP1 and ERBB4 between fetal, embryonal and SCU tumor cells obtained from 51, 29 and 10 HBL tumors, respectively.

Tumor cell Type	β-catenin				EGFR				ASAP1				ERBB4			
	Unstained		Stained		Unstained		Stained		Unstained		Stained		Unstained		Stained	
	N	%	N	%	N	%	N	%	N	%	N	%	N	%	N	%
Fetal (n = 51)	9	18.0	41	82.0	12	23.5	39	76.5	2	4.0	48	96.0	20	39.2	31	60.8
Embryonal (n = 29)	0	0	29	100	13	44.8	16	55.2	1	3.4	28	96.6	24	82.8	5	17.2
SCU (n = 10)	0	0	10	100	10	100	0	0	6	60.0	4	40.0	10	100	0	0
p-value	0.02*				<0.001				<0.001*				<0.001			

Stained cells show immunostaining intensity of 1+, 2+ and 3+. Unstained cell show staining intensity of zero. P-values are shown for chi-square test. *p-value based on comparison of fetal cells from 50 of 51 tumors.

**Table 2:** Differences in staining intensity for β-catenin, EGFR, ASAP1 and ERBB4 between resectable and unresectable tumors is shown for fetal, embryonal and SCU tumor cells obtained from 51, 29 and 10 HBL tumors, respectively.

Fetal	β-catenin				EGFR				ASAP1				ERBB4			
	Unstained		Stained		Unstained		Stained		Unstained		Stained		Unstained		Stained	
	N	%	N	%	N	%	N	%	N	%	N	%	N	%	N	%
no Tx (n = 34)	4	12.1	29	87.9	7	20.6	27	79.4	1	3.0	32	97.0	11	32.4	23	67.6
Tx/Mets (n = 17)	5	29.4	12	70.6	5	29.4	12	70.6	1	5.9	16	94.1	9	52.9	8	47.1
p-value	0.132* (NS)				0.484 (NS)				0.626* (NS)				0.156 (NS)			
**Embryonal**																
no Tx (n = 17)	0	0	17	100	5	29.4	12	70.6	1	5.9	16	94.1	13	76.5	4	23.5
Tx/Mets (n = 12)	0	0	12	100	8	66.7	4	33.3	0	0	12	100	11	91.7	1	8.3
p-value	NA				0.047				0.392 (NS)				0.286 (NS)			
**SCU**																
no Tx (n = 6)	0	0	6	100	6	100	0	0	2	33.3	4	66.7	6	100	0	0
Tx/Mets (n = 4)	0	0	4	100	4	100	0	0	4	100.0	0	0	4	100	0	0
p-value	NA				NA				0.035				NA			

Stained cells show immunostaining intensity 1+, 2+ and 3+. Unstained cells show staining intensity of zero. P-values are shown for chi-square test. *p-value based on comparison of fetal cells from 50 of 51 tumors.

# Supplementary material for: Loss of EGFR-ASAP1 signaling in metastatic and unresectable hepatoblastoma
**Source:** Sci Rep. 2016 Dec 2;6:38347. doi: 10.1038/srep38347
**Supplement:** Supplementary Dataset

Supplementary information title page:

**Loss of EGFR-ASAP1 signaling in metastatic and unresectable hepatoblastoma**

Sarangarajan Ranganathan<sup>2\*</sup>, Mylarappa Ningappa<sup>1\*</sup>, Chethan Ashokkumar<sup>1</sup>, Brandon W. Higgs<sup>1</sup>, Jun Min<sup>4</sup>, Qing Sun<sup>1</sup>, Lori Schmitt<sup>2</sup>, Shankar Subramaniam<sup>4</sup>, Hakon Hakonarson<sup>3</sup>, Rakesh Sindhi<sup>1\*</sup>

1. Supplementary Tables 1-5

How the deposited data were processed for this re-analysis (not part of the article)

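mRNA of HBL tumors from 10 children and of liver tissue from 3 healthy donor allografts was measured, with 1 library for each of the 13 samples. The conditions were taken from the sample labels, and all samples of the deposited table were used. The authors mapped paired-end reads to GRCh37 with HISAT2, counted them with an annotation of the same build, normalized the counts with DESeq2 and deposited log2 values, namely the log2 of the count divided by a size factor plus 1. The deposited table holds 45908 entries named by gene symbol. In 1020 of them the symbol repeats that of another entry, 28 symbols had been turned into dates, and 7469 entries had no read in any library. Entries with a repeated symbol were tested but not looked up by name.

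From these values the step of 1 read was recovered for each library, and every value was a whole multiple of it. The design fixed before the data were examined assumed log2 values, or raw counts with a count model in their place. Because the deposited unit was log2, limma was used and no count model was fitted. Reads per library ranged from 3885825 to 39575749 in tumors and from 21705942 to 26616497 in normal livers. A value resting on 3 or fewer reads was treated as being at the floor, and 3 reads stood for between 0.690 and 42.7 normalized counts in tumors and for between 2.30 and 2.95 in normal livers. Such limits cover counting error only, since the reads carry no molecular identifiers.

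Tumors and normal livers were compared with limma 3.58.1 in R 4.3.3, with a mean-variance trend and robust empirical Bayes, on the 17030 genes with a mean normalized count of at least 10. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1 were called. Single genes were also compared by an exact permutation test of the group means over all splits. No replicate number is shared between the groups, so no block was fitted. The script was tested on simulated data in which 180 of 16692 genes were changed by a log2 fold change of 2 or 4, and it recovered 88 of them (48.9%) with 6 false calls. The simulated changes and their spread were set after a first simulation, with the smaller change alone and the spread of all tumors, had recovered fewer. When a GC trend between the groups of 1.2 in log2 per 10% of GC content was added to the simulated values of 15359 genes, of which 166 were changed, the comparison recovered 114 with 4020 false calls, and after the GC and length correction it recovered 85 with 5 false calls.

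Gene lists were taken as printed in Supplementary Tables S2 and S3. The copy of Supplementary Table S1 at hand held 1998 of its 6563 genes, so no overlap with that table was computed. Marker lists for hepatocytes, Wnt targets, proliferation, fetal liver and hepatoblasts, Kupffer cells and macrophages, T and NK cells, liver sinusoidal endothelium, vascular endothelium, cholangiocytes, stellate cells and fibroblasts, and erythroid cells were written before the data were examined. A score was the mean z-score of a list's genes. Over the 10 tumors, 15 relations between EGFR family genes or ASAP1 and the hepatocyte, Wnt target and proliferation scores were tested with 100000 permutations. The genes named in the text were set before the data were examined: those the paper names for its reasoning, the 5 largest increases and 5 largest decreases among called genes that separate the groups, at most 3 genes per list, and marker genes. Any other gene or RNA class in the text was chosen after its values were seen.

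Gene positions, GC content and transcript length came from GENCODE v44 lifted to GRCh37, a later annotation than the authors' one. It matched 29744 symbols by name and 1452 more by an older symbol, for which a RefSeq table of GRCh38.p14 was used for names only. GC content and length were available for 15607 of the genes tested (91.6%). Alternatives covered the pseudocount, the filter on low counts, the scaling, the test, the adjustment, the fold change, and each library left out in turn. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps. The immunohistochemistry and qRT-PCR of the paper have no deposited values. The immunohistochemistry was not analysed. Of the qRT-PCR, only the direction of the cycle thresholds printed in Supplementary Table S4 was compared with the sequencing values.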

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

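Every test in this part was chosen only after the result was seen. Of 38 measures compared over the 10 tumors, 3 had a tumor far from the others by Dixon's criterion, where chance gives about 5% of measures.

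TERT had a log2 value of 5.35 in HBL tumor 8 and at most 1.44 in the others, a gap of 0.731 of the whole range. Stray reads at the counting floor are argued against by the 119 reads of TERT in that library. TERT lay below the filter on low counts, so no group test was made, and it had 3 or fewer reads in the 3 normal livers and in 8 tumors. No biological explanation was tested.

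7SL and 7SK RNA made up 1.23% of the reads of HBL tumor 9 and at most 0.0800% of those of the other tumors, a gap of 0.935 of the range. Low library complexity was tested as an explanation, and the values do not settle it. The share fell as the reads outside the 10 most abundant genes rose (Spearman rho -0.95, permutation p = 0.00012, and Pearson r -0.61, permutation p = 0.00097, over 10 tumors). Tumor 11 goes against it for the size of the share, since it had still fewer such reads than tumor 9, 712349 against 899066, and a share of 0.0800%. The 2 tumors farthest from the median of those reads are tumors 9 and 11 themselves. Without them r was -0.89 (n = 8, permutation p = 0.00058) over shares of at most 0.0600%, which says nothing about tumor 9. This was the only relation computed in its family. RNA quality and RNA selection were not measured and stay open, as does a biological difference.

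ALB took 6.20% of the reads of HBL tumor 15 and at most 3.06% of those of the other tumors, a gap of 0.508 of the range. More hepatocyte-like RNA in this tumor is a candidate explanation. Its hepatocyte score without ALB was 1.13 and ranked 1 of 10. The score is that of a whole tissue sample, so normal liver tissue within the sample and a more differentiated tumor were not distinguished.

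Mitochondrial ribosomal RNA, which the paper does not analyse, made up 54.04% and 53.73% of the reads of HBL tumors 9 and 11, against at most 0.400% in the normal livers. In the other tumors it made up at most 13.7%. More mitochondria than in the other tumors are argued against, since the other mitochondrial transcripts did not rise with it. Their share of the remaining reads was 8.64% and 6.92% in tumors 9 and 11, within the range of 4.46% to 30.2% of the other 8 tumors and under their median of 12.2%, with 2 of the 8 below 8.64%. Against the normal livers, where this share was 0.92% to 2.49%, the other mitochondrial transcripts were also higher, so a part of the difference from normal liver that comes from mitochondrial content stays open. Both libraries also had the fewest reads. How ribosomal RNA was removed from each library was not measured, so this stays open.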

How the results depend on the processing

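Alternatives were fixed before the data were examined, except for 6 that were added after values had been seen: leaving out tumors 9 and 11 together, limma voom on the recovered reads, total count scaling without mitochondrial, 7SL and 7SK RNA, the correction for GC content and transcript length, the unequal-variance statistic with 11 degrees of freedom, and the unequal-variance statistic with Storey q-values and no filter. The 2 count models planned as alternatives were not run, because the deposited unit was log2. No paired analysis was possible because the groups share no replicate number. Where no reason is given below, the cause was not tested.

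The number of differentially expressed genes was 4334 and stayed within 1.5 times of that under 23 of 32 alternatives. It was 1607 with total count scaling, 6627 with group-specific sample weights, 7258 with the unequal-variance statistic and Storey q-values, 6648 with that statistic on normalized counts without the log, 6563 with 11 degrees of freedom over all entries, and 8009 with Storey q-values and no filter. It ran from 2206 to 4957 across the 13 fits that each left out 1 library, with 2640, 2278 and 2206 without normal liver 1, 2 and 3, where only 2 normal livers remain. The share of higher calls was 53.3%. Total count scaling gave 72.9% (1172 higher, 435 lower), with a shift of 0.35 in the median log2 fold change, and upper quartile scaling gave 65.0% (2778 higher, 1496 lower), with a shift of 0.22. Total counts without mitochondrial, 7SL and 7SK RNA gave 84.0% (3327 higher, 633 lower), values without the log gave 69.4% (4616 higher, 2032 lower), and limma voom gave 41.5% (1742 higher, 2459 lower).

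EGFR kept its direction under all 32 alternatives and its call under 29. It was not called on values without the log (-2.45), and ran from -3.16 to -2.31 across the fits that left out 1 library, with the call lost without normal liver 2 (-2.52) and without normal liver 3 (-2.31).

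Under total count scaling, 30 genes of Supplementary Table S3 were called in place of 82, with 14 GBM, 4 Her2, 4 EGF, 4 ERBB and 18 Wnt genes. The EGF or ERBB members were then 4 of the called GBM genes and 3 of the called Her2 genes, the Wnt members were 4 and 0, and the members of any of the 3 lists were 7 in all, in place of 31. The STAT3, JAK/Stat and mTOR lists had 5, 1 and 6 called genes, 11 together in place of 57. After the GC and length correction, 48 genes were called, with 22 GBM, 12 Her2, 9 EGF, 8 ERBB and 23 Wnt genes. The EGF or ERBB members were 7 of the called GBM genes and 7 of the called Her2 genes, the Wnt members were 6 and 0, and the members of any of the 3 lists were 14. The STAT3, JAK/Stat and mTOR lists then had 11, 7 and 17 called genes, 30 together. Total counts without mitochondrial, 7SL and 7SK RNA gave 13 EGF genes, 11 EGF or ERBB members of the called GBM genes and 9 JAK/Stat genes. A pseudocount of 10 and no filter on low counts each gave 0 Wnt members of the called Her2 genes.

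Across the fits that left out 1 library, the genes called in Supplementary Table S3 ran from 42 to 93, in the GBM list from 18 to 44, in the Her2 list from 8 to 27, in the EGF list from 10 to 23, in the ERBB list from 11 to 26 and in the Wnt list from 21 to 42. The EGF or ERBB members ran from 8 to 22 of the called GBM genes and from 7 to 19 of the called Her2 genes, the Wnt members from 4 to 11 and from 0 to 1, and the members of any of the 3 lists from 13 to 36. The STAT3 list ran from 11 to 22, the JAK/Stat list from 10 to 21, the mTOR list from 19 to 39, and the 3 together from 29 to 59. The lowest values of these ranges all came from fits without a normal liver, except that 0 Wnt members of the called Her2 genes also came from fits without tumor 12 or tumor 14.

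Of the marker genes, 59 were called. The count was 95 with group-specific sample weights, 102 with the unequal-variance statistic and Storey q-values, 92 with the latter and no filter, 34 with limma voom, and from 32 to 70 across the fits that left out 1 library. In the clustering, 0 tumors fell on the side of the normal livers. With a pseudocount of 0.1 and after the GC and length correction 3 did, without tumors 9 and 11 there were 2, and across the fits that left out 1 library there were from 0 to 3. The number of relations within tumors with an adjusted p-value under 0.05 was 0 under each of 18 alternatives.

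Some small changes that were not called reversed. YAP1 was at 0.04 under total count scaling, 0.37 with total counts without mitochondrial, 7SL and 7SK RNA, and 0.16 after the GC and length correction. ERBB2 was at -0.15 after that correction, and CTNNB1 and ARF6 were at 0.26 and 0.16 with total counts without mitochondrial, 7SL and 7SK RNA. ASAP1 was at -0.12 without tumors 9 and 11 and ran from -0.03 to 0.54 across the fits that left out 1 library, and ERBB3 ran from -0.06 to 1.34. Relations that reversed were those of ERBB2 with the Wnt target (0.09) and proliferation scores (0.11) under total count scaling, ASAP1 with the proliferation score with trimmed mean of M-values scaling (-0.01), and ASAP1 with the Wnt target (-0.11) and proliferation scores (-0.09) without tumors 9 and 11. Across the fits that left out 1 tumor, r ran from -0.13 to 0.43 for ASAP1 and from -0.60 to 0.01 for ERBB2 with proliferation. For ERBB4, r ran from -0.29 to 0.08 with Wnt targets and from -0.32 to 0.34 with proliferation. The ERBB4 values say little, since 6 of the 10 tumors had 3 or fewer reads of it.

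Among the values of single genes and single marker lists, 170 others changed, 84 weaker, 27 stronger and 59 by more than 1.5 times. MET was the least stable gene that the paper names, and lost its call in 17 of 32 alternatives. Without the log no fold change could be given for IGDCC3, which is at 0 in the normal livers. The depth of tumors 9 and 11 limits low values, since 3 reads stand for 30.1 and 42.7 normalized counts there.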

Differences from the paper's values

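With limma on the deposited log2 values, 4334 genes were differentially expressed against the paper's 6563. Among the alternatives set before the data were examined, the number came within 1.5 times of the paper's with Storey q-values (5997), group-specific sample weights (6627), the unequal-variance statistic with Storey q-values (7258), the same statistic on normalized counts without the log (6648), and without tumor 9 (4477), tumor 11 (4957) or tumor 15 (4549). The fits without tumor 9 or tumor 15 stayed close to 4334 and leave most of the gap. The others set before the data were examined did not come within 1.5 times. Of those chosen after seeing the values, leaving out tumors 9 and 11 gave 5553, and the unequal-variance statistic with Storey q-values and no filter gave 8009.

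The paper's 6563 was reached by an unequal-variance statistic with a fixed 11 degrees of freedom and Benjamini-Hochberg adjustment over all 45908 entries, a setting found by a search over several statistics and gene sets after seeing the values. It also met the values of each of the 1997 genes with a unique symbol in the copy of Supplementary Table S1. The log2 fold changes were the same within 0.001, and the p-values and q-values within 1%. The paper's methods name the qvalue package for the adjustment and do not state these degrees of freedom. Of the 6563 genes of that setting, 1223 had a mean normalized count under 10, and 4021 were also among the 4334, which leaves 313 of the 4334 outside it.

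Of the called Her2 genes, 16 were also in the ERBB list, against the paper's 25. Of the alternatives set before the data were examined, Storey q-values (21), group-specific sample weights (23), the unequal-variance statistic with Storey q-values (23), the same statistic without the log (18), and leaving out tumor 11 (18) or tumor 15 (19) came within 1.5 times, and the others did not. Of those chosen after seeing the values, leaving out tumors 9 and 11 (20), limma voom (19), 11 degrees of freedom (23) and Storey q-values with no filter (23) did. In the lists as printed, 23 genes are in both, and 22 GBM genes are in the ERBB list and 14 Her2 genes in the EGF list against the paper's 23 and 15.

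The paper counts PIK3C2G among the differentially expressed genes, and here it was not called (log2 fold change -3.96, limma adjusted p = 0.052). It was called, at a log2 fold change between -4.56 and -1.76, with Storey q-values, a pseudocount of 10, group-specific sample weights, the unequal-variance statistic with or without the log, and without tumor 8, tumor 11 or tumor 15. It was also called by 4 settings chosen after seeing the values: leaving out tumors 9 and 11, limma voom, 11 degrees of freedom, and Storey q-values with no filter.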

Other observations

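The tests of scaling and of the hepatocyte score on EGFR were chosen only after the result was seen. The other tests of this part were set before their results were seen, although some were set after related values had been seen. The test on small RNA was set after the 7SL and 7SK shares, and the test on the gene lists after the GC trend. The correction for GC content and transcript length and the fit without tumors 9 and 11 were also added after values had been seen.

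Of 100 splits of the 13 libraries into 10 and 3, only the real one, 1 of 100, gave as many as 4334 called genes, and the next highest gave 380.

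The log2 fold change rose with transcript GC content over 15607 genes (Spearman rho 0.406 across genes, which are not independent replicates). Per 10% of GC content, the values of each library changed by -0.56 to -0.50 in normal livers and by -0.08 to 0.45 in tumors. After a correction for GC content and transcript length in each library, 3075 genes were called in place of 3993, which argues against this trend as the whole cause of the number of calls. An uncorrected trend of that kind can by itself give many calls. In simulated data a trend between the groups of 1.2 per 10% of GC content, which is larger than the one between these libraries, gave 4020 false calls, and with the correction there were 5. The bias stays open for many single genes, since 2232 of the 3993 (55.9%) were called after the correction. Of the 81 genes of Supplementary Table S3 called before the correction, 48 were called in the list after it, a fall that this bias could account for, and 42 of the 81 (51.9%) were called both times, close to the share of all called genes. The correction also removes any biological difference that goes with GC content, so this was not told apart from bias. WNT2, HGF, MET, RASSF1 and APC, called without the correction, were not called with it.

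Small RNA without a poly(A) tail was lower in HBL tumors. 7SL and 7SK made up 7.07% to 7.53% of the reads of normal livers and at most 1.23% of those of tumors. A candidate explanation is a library preparation that kept such RNA in the normal livers only. Replication-dependent histone genes, whose mRNA has no poly(A) tail, had a median log2 fold change of -1.76 over 28 genes, with 4 of them above 0. Small nuclear and small nucleolar RNA genes had a median of -5.22 over 36 genes. Preparation and tissue go together in these samples, so a biological difference in these RNA classes stays open.

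For the number of calls, the 2 shallow tumor libraries are argued against as the source, since leaving them out raised the number to 5553, within 1.5 times.

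For EGFR, GC content and length are argued against as the whole cause by a log2 fold change of -2.26 after the correction, and the scaling by -2.31 with total counts. A weaker hepatocyte programme in the tumors may account for the lower EGFR, and the tumors are too few to tell. Over the 10 tumors EGFR had a Pearson r of 0.55 with the hepatocyte score (permutation p = 0.10, adjusted 0.60) and a Spearman rho of 0.78 (permutation p = 0.011, adjusted 0.16), and r was 0.67 (permutation p = 0.065) without the 2 tumors farthest from the median score. Of 15 such relations, 0 had an adjusted p-value under 0.05. Those of ERBB4 cannot decide the question, since ERBB4 had 3 or fewer reads in 6 of the 10 tumors. The only unadjusted Pearson p under 0.05 was that of ERBB3 with the hepatocyte score (r 0.70, permutation p = 0.033, adjusted 0.50, rho 0.53 with permutation p = 0.12), where r fell to 0.35 without the 2 farthest tumors, so that it rests on those. The labels give no batch among the tumors. The hepatocyte score was lower in 9 of 10 tumors than in every normal liver. ALB, the most abundant gene of its list, had a log2 normalized count of 16.75 ± 2.91 (SD, n = 10) in tumors and 19.92 ± 1.45 (SD, n = 3) in normal livers. ALB was lower in 7 of 10 tumors than in every normal liver and was not called (log2 fold change -3.17, SE 1.63, limma adjusted p = 0.16).

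Marker genes called in HBL tumors were 6 of 24 for hepatocytes, all lower (15 adjusted over the list alone), 12 of 16 Wnt targets, all higher (15), 9 of 18 for proliferation, all higher (12), and 7 of 12 for fetal liver and hepatoblasts, all higher (9). For Kupffer cells and macrophages 9 of 12 were lower (10), and for liver sinusoidal endothelium 8 of 9 were lower (8). For T and NK cells 3 of 11 were higher (3), for cholangiocytes 3 of 7 were higher (4), for stellate cells and fibroblasts 2 of 9 were higher (2), and for vascular endothelium 1 of 7, KDR, was lower (1). The cholangiocyte calls were EPCAM, SOX9 and MUC1, and EPCAM is also in the fetal liver and hepatoblast list. KRT7, KRT19, CFTR and SPP1 were not called, so these calls do not by themselves show more cholangiocyte RNA. For erythroid cells 0 of 10 were called, 0 over the list alone and 2 at an unadjusted p-value under 0.05 with the same fold change. The median log2 fold change was -3.70 for hepatocytes, 4.39 for Wnt targets, 2.45 for proliferation, -2.60 for Kupffer cells and macrophages and -5.58 for sinusoidal endothelium. The counts depended on the setting. With limma voom 2 hepatocyte, 5 Wnt target, 1 proliferation and 0 T and NK cell genes were called, and with the unequal-variance statistic and Storey q-values 20, 15, 17 and 5. The T and NK cell list had 1 called gene after the GC and length correction, and the Kupffer cell and macrophage list had 4 under total count scaling. The fetal liver and hepatoblast list and the sinusoidal endothelium list stayed within 1.5 times under all 32 alternatives. Without normal liver 2 or normal liver 3, 32 marker genes were called in place of 59. The hepatocyte list then had 1 called gene each time, and it had 2 without normal liver 1, 10 without tumor 7 and 14 without tumor 15. The proliferation list had 4, 2 and 3 called genes without normal liver 1, 2 and 3 and 14 without tumor 7, and the Kupffer cell and macrophage list had 4, 4 and 3 without the normal livers in turn. The T and NK cell list had 1 called gene when any normal liver was left out, the stellate cell and fibroblast list had 1, 1 and 0, the vascular list had 2 without tumor 11, and the erythroid list had 1 without tumor 7 or tumor 8.

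For ERBB2, ASAP1 and CTNNB1, whose proteins the paper stains, and for ERBB3, the group means of mRNA differed by less than the SD among HBL tumors. The log2 fold change was 0.65 for ERBB2 (SE 0.57, limma adjusted p = 0.42), 0.65 for ERBB3 (SE 0.84, limma adjusted p = 0.60), 0.22 for ASAP1 (SE 0.52, limma adjusted p = 0.78) and -0.42 for CTNNB1 (SE 0.51, limma adjusted p = 0.57), and none of these was called. ERBB4 lay below the filter on low counts, with 3 or fewer reads in 6 tumors and in 1 normal liver.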
